A study of Mus musculus with 9 samples. Its data were reported in "Interferon regulates neural stem cell function at all ages by orchestrating mTOR and cell cycle" (2023).

How the data were processed

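The series held 9 samples: 4 expression libraries, 4 hashtag libraries and 1 sample whose label gave no group and which was not used as a sample here. The title of the hashtag library of the WT young group also named other, unstated content. Per the authors' methods, reads were cleaned of index hopping, expression libraries were counted with kallisto and bustools, and hashtag libraries with CITE-seq-Count. The deposited expression matrix held UMI counts per barcode and gene, in 1 matrix for all 4 libraries and with no cell filter, and the deposited hashtag table held counts per barcode for 4 hashtags and for reads given to none. The genome build and annotation behind the single-cell counts were not given in the sources used here. The matrix held 32287 gene IDs, of which 32235 were found in GENCODE vM21 (GRCm38) and 31742 with the same version number. Gene positions were taken from that annotation by ID, and symbols were attached to 32158 IDs.

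Cells were kept with 100 to 6000 genes, 1000 to 20000 UMIs and under 10% mitochondrial UMIs. UMIs in retained cells were 83.0% of all UMIs in WT young, 68.9% in WT old, 66.3% in KO young and 69.8% in KO old. Median genes per cell were 1995, 2594, 2497 and 2459 in the same order. Doublets were predicted per library with the Scrublet method in scanpy 1.11.5 and removed: 107 in WT young (1.81%), 29 in WT old (1.20%), 184 in KO young (2.77%) and 38 in KO old (1.11%). Hashtags were called per library with a multinomial mixture of 5 components, 1 per hashtag and 1 for none, started from the hashtag counts of near-empty barcodes (5 to under 100 UMIs), and each cell took the component with the highest posterior. A hashtag named the tissue (vSVZ or RoB) and a number from 1 to 2, which was read as the number of the mouse within its group. No paired analysis was possible between groups because the same hashtag number in different groups belongs to different mice.

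For clustering, counts were scaled to 10000 per cell and log-transformed, and 2000 highly variable genes, 50 principal components and 15 neighbours were used. Genes of both interferon lists, mitochondrial genes and the transgenes were left out. Clusters came from leidenalg 0.10.2 at resolution 1. A cluster was given the class whose fixed markers were highest on average over the median cluster (log2 with a pseudocount of 5 per 1000000). It stayed unnamed with under 50 cells, with under 3 or under 50% of the markers raised by over 1 on the log2 scale and found in at least 10% of its cells, with low depth and no marker of its class among its 10 leading genes, or with more markers of another class there. The quiescent NSC-like class was limited to cells with a vSVZ hashtag, while the other classes used every hashtag. Comparisons used mice with at least 20 cells of a class.

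Of the 300 genes of the study's list, derived from cultured cells treated with interferon and not from these samples, 290 were found, and 204 had a UMI in at least 1% of cells. A core list of 42 interferon-stimulated genes was written by hand, and 40 were found, all of them also in the 300-gene list. The score followed the study's description: UMIs of a cell scaled to 1000000, log-transformed after adding 1 and summed over the list, then averaged per mouse. Classes were compared within mice with a two-sided exact sign-flip permutation test (scipy 1.17.1), with Benjamini-Hochberg adjustment over 4 pairs of classes.

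UMIs were summed per mouse and class and tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM factors, 1 quasi-likelihood fit per class over all mice, and Benjamini-Hochberg adjusted p under 0.05. Because TMM scales each sum, all changes are relative to the bulk of the genes, and the median log2 change over all genes stayed within 0.02 of 0 in the fits behind the counts reported for the 4 classes, though not under every alternative. Standard errors were the log2 fold change divided by the square root of its F value. The biological coefficient of variation was 0.0705 in quiescent NSC-like, 0.0578 in neuroblast-like, 0.150 in activated NSC-like and 0.132 in microglia-like cells. Gene sets were tested with fry (limma 3.58.1) with adjustment over 13 combinations of class and comparison for the 300-gene list, over 6 for the core list and over 5 comparisons in the Frzb-rich clusters. Under an alternative the adjustment ran over the combinations it gave, and where a mouse was left out or only the quiescent cells changed, the other p stayed as in the chosen fit. The interaction was the age change in KO minus that in WT. Every group was 1 reaction, so no batch term could be fitted. Comparisons without at least 2 mice per group with 20 cells were not tested in that class.

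The tests were tried on simulated data with the depths and spread of the real sums, in which 200 genes were changed by 1 on the log2 scale. In quiescent NSC-like cells 48% of them were recovered for age in WT, 57.5% for genotype in old mice and 29% for the interaction, with 4, 5 and 2 false calls. In neuroblast-like cells 35.5%, 37.5% and 22% were recovered, with 2, 5 and 1 false calls. No recovered gene had the wrong sign. Changes of this size were therefore missed often, most of all for the interaction.

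The text names, for quiescent NSC-like and neuroblast-like cells and each comparison of 2 groups, the 3 largest rises and the 3 largest falls among called genes whose mice did not overlap, and among 16 genes fixed in advance those that bear on a comparison. A gene that met this rule is not reported here and was left out of the counts over named genes. The lists, the markers, the tests, this rule and the alternatives below were set before the data were examined, except where stated. Where a group had no UMI of a gene, the fold is a bound computed with 3 counts over the group, and with 1 to 3 counts the ratio is given with its exact counting interval. Shares carry 95% exact Clopper-Pearson intervals, which cover counting error only. Further choices fixed in advance were RLE factors, no filter on low counts, DESeq2 1.42.0, a fit of only the 2 groups compared, camera, the core list, the list without genes over 2-fold higher in quiescent than neuroblast-like cells of young KO mice (214 left), a strict hashtag call (at least 10 counts and 70% of a cell's hashtag counts), doublets kept, under 5% mitochondrial UMIs with at least 2000 UMIs, Leiden resolution 0.5, cells thinned to 1000 UMIs, scores at 10000 UMIs or as UMIs per 1000000, and leaving out each mouse in turn. Chosen after seeing the data were a hashtag posterior over 0.9, quiescent cells of every hashtag, quiescent cells without the eYFP-rich cluster, active shares over every cell or without the activated cluster richest in Dcx, and the core list on thinned cells or as UMIs per 1000000. The study's other assays, such as those on cultured cells, were not analysed here.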

Results

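Single-cell RNA sequencing with droplet 3′ chemistry was carried out on cells of TiCY mice, in which tamoxifen induces a yellow fluorescent reporter (eYFP) in Tlx-expressing neural stem cells (NSCs) and their progeny. Wild-type (WT) mice were set against knockout (KO) mice in which the receptor genes Ifnar1 (type-I interferon) and Ifngr1 (type-II interferon) were targeted. WT young mice were 16 weeks old, WT old mice 80 weeks, KO young mice 16 weeks and KO old mice 92 to 105 weeks. The chase after tamoxifen was 6 weeks in the WT young group and 9 weeks in the other 3 groups. For KO old mice the stated tamoxifen ages of 85 and 98 weeks plus this chase come to 94 and 107 weeks, which differs from the stated age. Cells were sorted by flow cytometry from the ventricular-subventricular zone (vSVZ) and from the pooled striatum, rostral migratory stream and olfactory bulb (RoB). The 2 mice of a group were run together in 1 reaction, and 4 antibody hashtags marked the tissue and the number of the mouse. A group and its reaction were therefore the same thing, so that the design alone could not separate a difference between groups from a difference between reactions.

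The 4 expression libraries held 844265 barcodes. The WT young library had 162708 barcodes and 43961647 unique molecular identifiers (UMIs), the WT old library 155882 and 27096070, the KO young library 335643 and 78028524, and the KO old library 190032 and 37111949. Filters on depth, genes and mitochondrial UMIs left 5916 cells in WT young, 2423 in WT old, 6638 in KO young and 3413 in KO old, 18390 in all. Removal of predicted doublets left 18032 cells. Median depth per cell was 5067 UMIs in WT young, 7437 in WT old, 7133 in KO young and 7091 in KO old, so the WT young library was the shallowest per cell. Hashtag counts were low, with medians of 5 counts per cell in WT young, 7 in WT old, 6 in KO young and 5 in KO old. A hashtag could be called in 5805 of the 18032 cells (32.2%), and the called share ran from 10.3% of transit-amplifying progenitor (TAP)-like cells and 10.7% of neuroblast-like cells to 44.7% of quiescent NSC-like and 99.7% of microglia-like cells.

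Cells fell into 33 clusters, which were named from marker lists fixed in advance. Because the cell-type names were rebuilt here, values may differ from those of the study for that reason alone. Quiescent NSC-like cells (5690 cells; this class includes astrocytes) made up 1220 of 5809 WT young cells (95% exact Clopper-Pearson interval 19.96 to 22.1%), 44.2% of WT old (42.2 to 46.3%), 30.8% of KO young (29.7 to 32.0%) and 42.1% of KO old cells (40.4 to 43.8%). Neuroblast-like cells (6592) made up 51.3% of WT young (50.01 to 52.6%), 13.7% of WT old (12.3 to 15.1%), 42.5% of KO young (41.3 to 43.7%) and 16.1% of KO old cells (14.8 to 17.3%). Activated NSC-like cells made up 7.01%, 2.92%, 4.76% and 4.18% and TAP-like cells 11.7%, 1.34%, 6.01% and 1.84% of the WT young, WT old, KO young and KO old cells. The sort gate on eYFP and its mixing with neighbouring cells entered these shares, to an extent that was not tested, and the intervals cover counting error only. Within the quiescent class the composition differed between the groups. A single cluster of 1081 cells, 46.4% of which carried an eYFP UMI (median depth 6410 UMIs) against 4.88% of microglia-like cells (5241 UMIs) and at most 8.73% of any other quiescent cluster, held 53.2% and 55.5% of the vSVZ quiescent cells of the WT young mice. The same cluster held 23.8% and 12.8% in the WT old mice, 40.7% and 40.9% in the KO young mice and 18.7% and 19.9% in the KO old mice.

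Receptor transcripts were counted to check the genotype labels. Coordinates are those of GRCm38 as given by GENCODE vM21, matched by gene ID. The values per mouse are those of cells of every class with a hashtag call, in which microglia-like cells weigh more than in the whole library. Ifngr1 (ENSMUSG00000020009, chromosome 10, 19591949 to 19610229) was at 91.0 and 158 UMIs per 1000000 (CPM) in the WT young mice and at 109 and 94.1 in the WT old mice, against 5.55 and 6.77 in the KO young and 3.99 and 7.25 in the KO old mice. In all retained cells, called or not, it was at 46.9 in WT young, 85.5 in WT old, 2.87 in KO young and 4.41 in KO old. Ifnar1 (ENSMUSG00000022967, chromosome 16, 91485238 to 91507441) was at 21.7 and 24.0 in WT young, 26.6 and 30.2 in WT old, 7.66 and 9.70 in KO young and 5.48 and 5.70 in KO old mice. The untargeted Ifnar2 (ENSMUSG00000022971, chromosome 16, 91372783 to 91405589) was at 62.4 in the whole WT young library, 83.0 in WT old, 58.7 in KO young and 80.8 in KO old. Ifngr2 (ENSMUSG00000022965, chromosome 16, 91547072 to 91565623) was at 34.2, 27.4, 33.4 and 26.6 in the same order. Per mouse, the KO minus WT difference in young mice was −9.85 CPM for Ifnar2, without overlap, and −11.8 for Ifngr2, with overlap. In old mice it was −6.86 for Ifnar2 and 0.38 for Ifngr2, both with overlap. Ifngr1 moved most under the strict hashtag call, under which its KO minus WT difference in young mice went from −119 to −189 CPM.

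**Figure D1:**
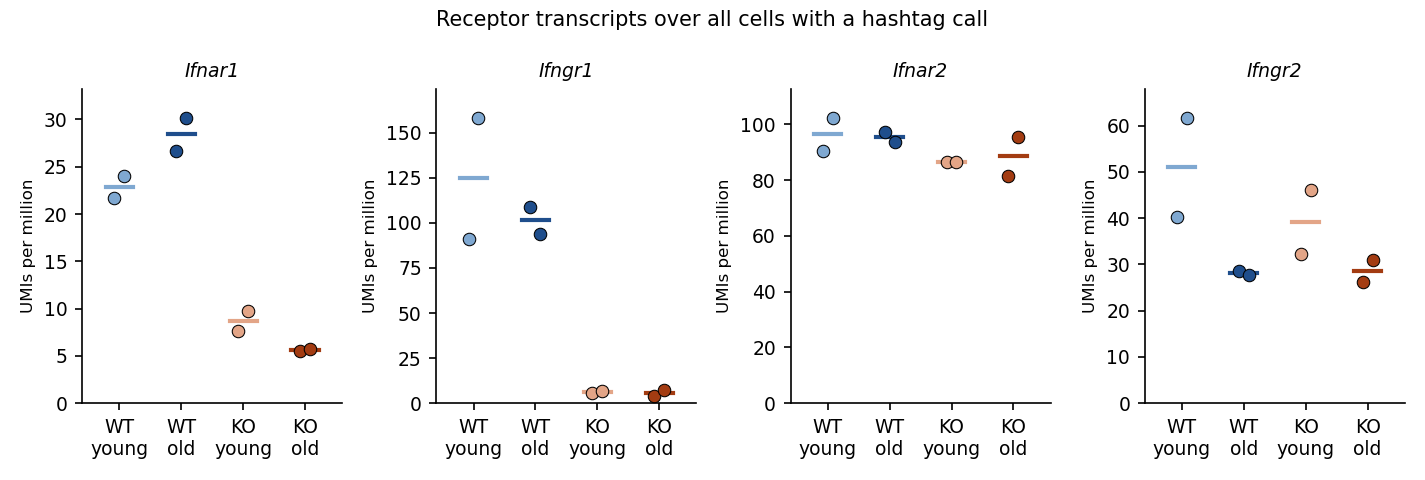
UMIs per 1000000 (y axis) of Ifnar1, Ifngr1, Ifnar2 and Ifngr2 in the 2 mice (points) and the mean (line) of each group (x axis), over all retained cells with a hashtag call. Both KO groups lie below both WT groups for Ifnar1 and Ifngr1, where KO young Ifngr1 was at 5.55 and 6.77.

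The study asked how the interferon response changes along the stem cell lineage. The response score was the per-cell sum of log-transformed CPM over the 290 genes found of its 300-gene NSC type-I interferon response list. Within mice, quiescent NSC-like cells from the vSVZ scored 163 and neuroblast-like cells 73.3, a difference of 90.1 ± 7.42 (SD, n = 8 mice), with the quiescent class higher in 8 of 8 mice (two-sided exact permutation p = 0.00781, the smallest that 8 mice allow; Benjamini-Hochberg adjusted 0.0313 over 4 pairs of classes). The sign held in 8 of 8 mice after thinning every cell to 1000 UMIs (30.9), at 10000 UMIs per cell (20.8) and with the core list described below (14.4). Hashtag calls were not shown to separate the mice in neuroblast-like cells, so the pairing within mice behind this p is not shown for that class. The 8 mice include the KO mice. Over whole libraries, called or not, quiescent and neuroblast-like cells scored 158 and 75.4 in KO young and 160 and 76.1 in KO old. In WT young they scored 137 and 62.2, and in WT old 169 and 76.7. The difference was thus also present in KO mice and alone shows no response through the receptors. Quiescent and activated NSC-like cells differed by 0.129 ± 13.2 (n = 7 mice, 4 of 7 higher; exact p = 0.984, adjusted 0.984). After thinning, the quiescent class was higher in 7 of 7 mice by 12.9 (exact adjusted p = 0.0313), whereas at Leiden resolution 0.5 it was lower in 8 of 8 mice, by −14.6 (exact adjusted p = 0.0156). The median depth of activated cells was 10195 to 12782 UMIs per library, against 5194.5 to 7873 in quiescent cells. Activated NSC-like cells scored 41.0 ± 16.9 above TAP-like cells in the 2 mice with enough of both (exact p = 0.5, the smallest that 2 mice allow; adjusted 0.667). TAP-like cells scored 39.0 ± 7.88 above neuroblast-like cells in the same 2 mice (exact p = 0.5; adjusted 0.667), and after thinning the sign turned, at −1.13. Over whole libraries, without regard to the mouse, neuron-like cells scored 101 in WT young, 108 in WT old, 107 in KO young and 111 in KO old, between 34.0 and 37.2 after thinning, against 22.92 to 23.04 in neuroblast-like and 49.7 to 53.6 in quiescent NSC-like cells.

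Whether the score of quiescent NSC-like cells rose with age, and whether it did so without receptors, was read from the means per mouse. The score was 146 ± 3.01 in WT young, 176 ± 4.88 in WT old, 167 ± 0.816 in KO young and 165 ± 4.26 in KO old mice (SD, n = 2 each). With 2 mice per group an exact permutation test cannot go below p = 0.333, so none was made, and the score was not tested in another way. WT old exceeded WT young mice by 29.8 with no overlap between mice, and in KO mice the difference was −1.84 with overlap. Median depth of these cells was 5407 and 5636 UMIs in the WT young mice and 7168 to 8131 UMIs in the other 6 mice. After thinning to 1000 UMIs per cell the scores were 55.5 ± 1.94, 55.6 ± 0.816, 52.1 ± 0.694 and 53.4 ± 0.0326 in the same order, and the age difference was 0.0677 in WT mice with overlap and 1.34 in KO mice without overlap. These differences also carried the mix of quiescent clusters. Within the eYFP-rich cluster, which scored highest after thinning and held more of the WT young than of the WT old cells, the thinned score was 5.87 higher in WT old than in WT young mice without overlap, and the KO age difference was −0.174 with overlap. In the largest other quiescent cluster the thinned score rose with age by 2.84 in WT and by 4.26 in KO mice, without overlap in either. KO young mice scored 21.4 above WT young mice with all UMIs and −3.41 relative to them after thinning, while within these 2 clusters the thinned difference was −2.18 and −1.39 with overlap. In old mice KO minus WT was −10.3 with all UMIs and −2.13 after thinning, with no overlap between mice either way; within the eYFP-rich cluster it was −8.22 without overlap and in the other cluster 0.0274 with overlap. A shorter list of interferon-stimulated genes (the core list, 40 genes found, fixed in advance) took 817 ± 102 CPM in WT young, 876 ± 224 in WT old, 527 ± 24.6 in KO young and 599 ± 27.7 in KO old mice. Both KO groups lay below both WT groups on that measure without overlap, by 290 in young and 276 in old mice. The WT age difference of 58.8 was smaller than the spread between mice, while that of 72.2 in KO mice was without overlap. As CPM the 300-gene list was lower in WT old than in WT young mice, by −638 without overlap.

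**Figure D2:**
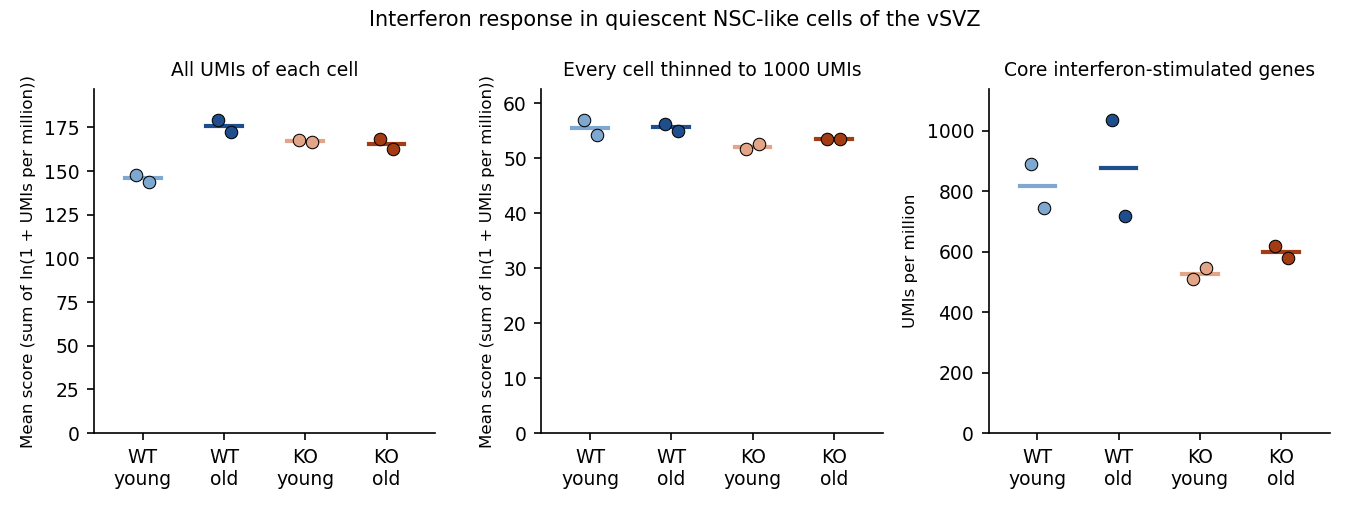
Mean interferon response score with all UMIs (left), mean score after thinning each cell to 1000 UMIs (middle) and core list CPM (right) in vSVZ quiescent NSC-like cells of the 2 mice (points) and their mean (line) in each group (x axis). WT old exceeded WT young mice by 29.8 with all UMIs and by 0.0677 after thinning, while both KO groups were below both WT groups in core list CPM.

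Gene-wise changes with age were tested with edgeR on UMI sums per mouse for 10388 genes in vSVZ quiescent NSC-like cells (141 to 316 cells and 780625 to 2358434 UMIs per mouse). Age in WT called 1591 genes (706 higher and 885 lower in old mice; 3023 at an unadjusted p under 0.05). Age in KO called 475 genes (220 higher, 255 lower; 1759 unadjusted). The alternative that moved the WT count most was leaving out the eYFP-rich quiescent cluster, with 279 genes called, of which 221 were among the 1591. Removing as many cells per mouse at random left 892 to 936 genes. In KO mice the strict hashtag call left 15 genes, and leaving out the eYFP-rich cluster left 150, against 281 to 389 after random removal. Leaving out WT young mouse 2 lowered the WT count to 572, and leaving out KO young mouse 2 lowered the KO count to 114. In WT mice the named genes with the largest rise were Plxnd1 (ENSMUSG00000030123, chromosome 6, 115954811 to 115995005), Exoc3l4 (ENSMUSG00000021280, chromosome 12, 111417017 to 111431678) and Sfta3-ps (ENSMUSG00000112343, chromosome 12, 56488321 to 56529427), at least 4.13-fold, 4.13-fold and 3.90-fold higher in old mice, with no UMI in the young group and its floor set at 3 counts over the group (edgeR adjusted p = 0.0125, 0.00548 and 0.0369). Largest falls were those of Insm1 (ENSMUSG00000068154, chromosome 2, 146221921 to 146225020), Ly6h (ENSMUSG00000022577, chromosome 15, 75551268 to 75567255) and Veph1 (ENSMUSG00000027831, chromosome 3, 66053558 to 66296837), at least 9.20-fold, 9.20-fold and 7.27-fold lower (adjusted p = 0.000665, 0.000876 and 0.00205). Leaving out WT young mouse 2 lost the calls of Plxnd1, Exoc3l4, Sfta3-ps and Veph1, WT young mouse 1 those of Plxnd1 and Sfta3-ps, WT old mouse 2 those of Plxnd1, Sfta3-ps and Veph1, and WT old mouse 1 that of Sfta3-ps. None of these 6 genes passed the count filter without the eYFP-rich cluster, so their change was not tested there, and Ly6h was also among the leading genes of a neuroblast-like cluster.

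**Figure D3:**
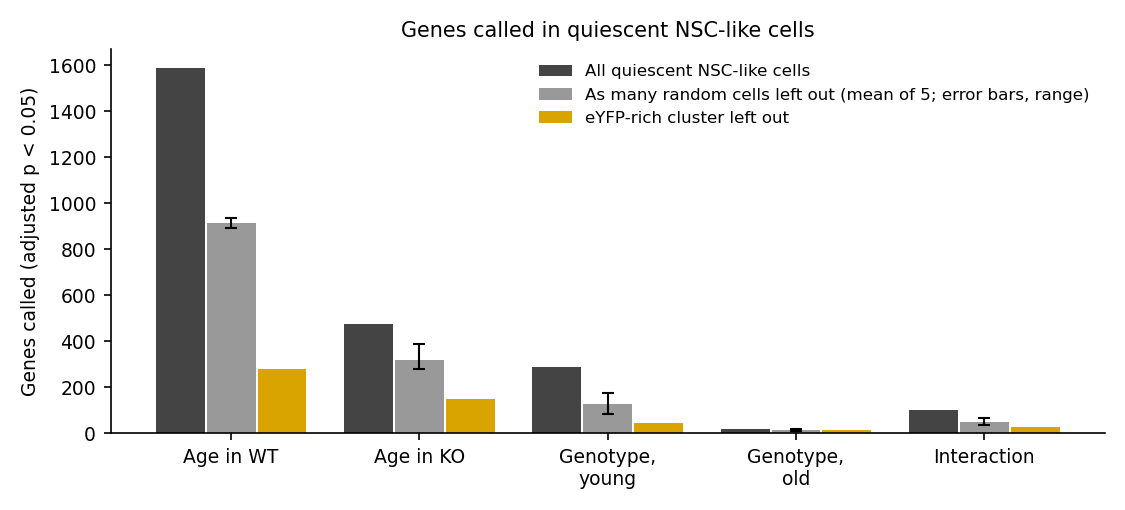
Genes called by edgeR at an adjusted p under 0.05 (y axis, number of genes) in vSVZ quiescent NSC-like cells for each comparison (x axis), with all cells, after random removal of cells (bar, mean of 5 draws; error bar, lowest to highest) and without the eYFP-rich cluster. For age in WT the counts were 1591 with all cells and 279 without the cluster, below the 892 to 936 of the random draws.

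In KO mice Cit (ENSMUSG00000029516, chromosome 5, 115845278 to 116008947) rose with age by 3.31 ± 0.44 on the log2 scale (SE, n = 2 against 2 mice, edgeR adjusted p = 3.69e-05), and stayed called without the eYFP-rich cluster. Nkx2-4 (ENSMUSG00000054160, chromosome 2, 147083316 to 147085445) was 15.5-fold higher (counting interval 5.02 to 77.6) and Pcdhb11 (ENSMUSG00000051486, chromosome 18, 37421418 to 37425836) 10.4-fold higher (3.29 to 53.0) in old mice. Lpar3 (ENSMUSG00000036832, chromosome 3, 146220963 to 146286186) was at least 8.94-fold lower, Veph1 24.6-fold lower (3.97 to 1015) and Serinc2 (ENSMUSG00000023232, chromosome 4, 130253495 to 130279205) 23.5-fold lower (3.78 to 971). Calls were lost for Nkx2-4, Pcdhb11, Veph1 and Serinc2 without KO old mouse 1, for Pcdhb11 and Veph1 without KO young mouse 1, for Veph1 and Serinc2 without KO young mouse 2 and for Serinc2 without KO old mouse 2. Among the genes fixed in advance, Lgals3bp (ENSMUSG00000033880, chromosome 11, 118392751 to 118402092) rose with age in WT mice by 0.84 ± 0.27 (adjusted p = 0.0352), a call that was lost without any 1 of the 4 mice and without the eYFP-rich cluster. H2-D1 (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499) rose by 0.68 ± 0.18 in KO mice (adjusted p = 0.0200), a call lost without either KO young mouse or KO old mouse 2. Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) fell by 0.70 ± 0.20 with age in KO mice (adjusted p = 0.0355), a call lost without KO young mouse 1 or KO old mouse 2. Its sign turned, at 0.40, without the eYFP-rich cluster, among whose leading genes it was.

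Genotype was compared within each age to ask what receptor loss changed in young and in old mice; the WT young mice entered both the age and the genotype comparison. In young mice 288 genes were called in quiescent NSC-like cells (139 higher and 149 lower in KO; 1626 unadjusted). The count was 42 without WT young mouse 2 and 157 without WT young mouse 1, and 44 without the eYFP-rich cluster, against 83 to 175 after random removal. In old mice 19 genes were called (9 higher, 10 lower; 845 unadjusted). The count in old mice was 8 without WT old mouse 2 and 45 without KO old mouse 1. Ifngr1 fell by 4.63 ± 0.33 in young (SE, n = 2 against 2 mice, edgeR adjusted p = 5.22e-10) and fell by 4.66 ± 0.30 in old KO mice (adjusted p = 3.74e-11). Ifnar1 fell by 2.45 ± 0.40 in young mice (adjusted p = 0.000427), a call lost without WT young mouse 2, and fell by 2.98 ± 0.38 in old mice (adjusted p = 5.29e-05). The other named changes downwards in young KO mice were those of Ifit1 (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009), at −2.96 ± 0.68 (adjusted p = 0.0139), and Bst2 (ENSMUSG00000046718, chromosome 8, 71534255 to 71537456), at −2.86 ± 0.63 (adjusted p = 0.00982). Leaving out WT young mouse 1 or KO young mouse 1 lost the call of Ifit1, and leaving out any 1 of the 4 mice lost that of Bst2. Ifi27 (ENSMUSG00000064215, chromosome 12, 103434211 to 103440239) fell by 0.87 ± 0.14 in young KO mice (adjusted p = 0.000328) and stayed called under each of the 15 alternatives that gave it a value.

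Higher in KO were Gbp2b (ENSMUSG00000040264, chromosome 3, 142594847 to 142619179), at least 6.75-fold in young and 7.59-fold in old mice with no UMI in WT cells (edgeR adjusted p = 0.00676 and 0.0299), and in young mice Snhg9 (ENSMUSG00000090101, chromosome 17, 24719531 to 24719965), by 2.98 ± 0.33 on the log2 scale (adjusted p = 1.42e-06). The call of Gbp2b was lost in young mice without WT young mouse 2 or KO young mouse 2, and in old mice without either WT old mouse or KO old mouse 1. Gm15446 (ENSMUSG00000090015, chromosome 5, 109923400 to 109943936) was 17.0-fold higher in young KO mice (counting interval 2.83 to 692; adjusted p = 0.0497), a call lost without any 1 of the 4 mice. In old mice Wdfy1 (ENSMUSG00000073643, chromosome 1, 79702262 to 79776143) was higher by 1.94 ± 0.20 (adjusted p = 1.90e-06). The eYFP transcript was higher by 2.17 ± 0.34 in old KO mice (adjusted p = 0.00155), a call lost without the eYFP-rich cluster and without WT old mouse 2. Egr2 (ENSMUSG00000037868, chromosome 10, 67535475 to 67542188) fell by 2.93 ± 0.63 (adjusted p = 0.0439), a call lost without WT old mouse 2 or either KO old mouse. Lgals3bp fell by 1.21 ± 0.25 in old KO mice (adjusted p = 0.0299), a call lost without either WT old mouse or KO old mouse 2. DESeq2 gave no adjusted p to 38 of the 56 changes named over all classes, because of its own filter on mean counts, and called 6 of the other 18.

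Whether the age change differed between the genotypes was tested as an interaction, the KO age change minus the WT age change. It called 101 genes in quiescent NSC-like cells (55 above 0, 46 below; 1424 unadjusted). The count fell to 8 under the strict hashtag call, to 28 without the eYFP-rich cluster (36 to 66 after random removal) and to 19 without WT young mouse 2.

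The interferon list as a whole was tested with fry, the rotation set test of limma and edgeR, over 13 combinations of class and comparison, and none passed an adjusted p of 0.05. In quiescent NSC-like cells 151 list genes were tested. Age in WT gave a median log2 change of 0.23 and a mean of 0.17, with 90 of 151 genes above 0 (fry adjusted p = 0.145); 26 list genes were called over all genes (14 higher, 12 lower) and 28 adjusted over the list alone. Age in KO gave a median of 0.07 and a mean of 0.11, also with 90 genes above 0 (fry adjusted p = 0.145); 14 genes were called over all genes and 15 adjusted over the list alone. The alternative that moved both most towards a call was leaving out the eYFP-rich cluster, with adjusted p = 0.0315 in WT, within a range of 0.0315 to 0.651 over its 15 alternatives, and 0.0382 in KO mice, within 0.0382 to 0.436. The interaction gave a median of −0.04 and a mean of −0.06 (fry adjusted p = 0.809), so that no difference between the age changes of the list was shown; 1 gene was called over all genes and 1 adjusted over the list alone. Genotype in young mice gave a median of −0.04 and a mean of −0.20 (fry adjusted p = 0.141; 69 of 151 above 0), with 10 genes called over all genes and 12 adjusted over the list alone. Without the eYFP-rich cluster the direction turned (adjusted p = 0.983, range over the 15 alternatives 0.0370 to 0.983). Genotype in old mice gave a median of −0.09 and a mean of −0.25 (fry adjusted p = 0.118; 49 of 151 above 0), with 1 gene called over all genes and 1 adjusted over the list alone. The test camera, which presets the correlation between genes, gave calls for genotype in old mice (adjusted p = 0.00237, range over the alternatives 0.00237 to 0.267), for microglia-like cells of young mice (0.000101) and for age in KO activated cells (0.0153), and fry with the whole list and the chosen cells called none of these 3. With quiescent cells of every hashtag fry gave adjusted p = 0.0370 for genotype in young and in old mice. Without the list genes higher in quiescent cells it gave 0.0421 for genotype in young and 0.0410 in old mice and 0.0368 for microglia-like cells (range over the alternatives 0.000101 to 0.459). That shorter list was cut with the KO young quiescent sums, which also enter the comparison of young mice. The cut favours lower KO values there, so the result in young quiescent cells is no independent support.

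The core list was tested in 6 combinations of class and comparison and its p adjusted over these 6, so its adjusted p, which also enters the ranges over alternatives given above, rests on fewer tests than those of the 300-gene list. Of its 26 tested genes in quiescent NSC-like cells, 2 were above 0 in young KO mice, with a median of −0.78 and a mean of −1.08 (fry adjusted p = 0.0533); 4 were called over all genes and 12 adjusted over the list alone, all lower in KO. In old mice 2 of 26 were above 0, with a median of −0.66 and a mean of −0.91 (fry adjusted p = 0.0533); 1 was called over all genes and 9 adjusted over the list alone, all lower. Age moved the core list by a median of 0.27 in WT (fry adjusted p = 0.651) and 0.28 in KO mice (0.267).

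Neuroblast-like cells (32 to 137 cells per mouse, 6864 genes) gave 236 genes with age in WT (112 higher, 124 lower; 1081 unadjusted), 24 with age in KO (10 and 14; 556), 116 with genotype in young mice (72 and 44; 899), 11 with genotype in old mice (8 and 3; 491) and 37 for the interaction (15 above and 22 below 0; 676). DESeq2 called 120, 14, 44, 0 and 19 genes, with 125 at an unadjusted p under 0.05 where it called 0. Hashtag calls did not separate the mice of this class beyond chance in any library, so the spread behind these tests was one between groups of cells that were not shown to come from different mice. In the quiescent class they did so in 3 of 4 libraries, with 5 of 100 permutations as large in WT young. Leaving out WT young mouse 1 gave 115 genes with age in WT and 12 for the interaction, leaving out KO young mouse 2 gave 13 with age in KO, leaving out WT young mouse 2 gave 43 with genotype in young mice, and leaving out KO old mouse 2 gave 3 with genotype in old mice. C130073E24Rik (ENSMUSG00000110246, chromosome 8, 50743291 to 50916997) rose with age in KO by 4.09 ± 0.51 (SE, n = 2 against 2, edgeR adjusted p = 2.21e-08) under each of the 10 alternatives that gave it a value. It was lower in young KO than in young WT mice, by −2.50 ± 0.62 (adjusted p = 0.0114). Flrt2 (ENSMUSG00000047414, chromosome 12, 95692226 to 95785215) fell by 1.25 ± 0.24 in old KO mice (adjusted p = 0.00369), a call lost without WT old mouse 2. Wdfy1 was 8.18-fold higher in old KO mice (counting interval 2.62 to 41.2; adjusted p = 0.0183), a call lost without either WT old mouse or KO old mouse 2. Gm42047 (ENSMUSG00000110631) was 22.8-fold higher with age in WT (counting interval 3.24 to 989) and 32.5-fold higher with genotype in young mice (5.42 to 1322), and Zic1 (ENSMUSG00000032368) was 23.4-fold lower with age in KO (3.89 to 954). The remaining named genes with more than 3 counts in each group moved by −2.42 (Cd151, genotype in young mice) to 2.69 (Plagl2, the same comparison) on the log2 scale. Twf1 and Tyw1, also named for age in WT, were at −3.10 and −2.87 by DESeq2, which gave them no adjusted p. The rise of Apod with age in WT vanished when predicted doublets were kept, at −0.0751. None of the set tests in this class passed the threshold (fry adjusted p from 0.748 to 0.935); for genotype in old mice the test pointed down, the median was 0.12 and the mean −0.02, and for the interaction the test pointed down with a median of 0.02 and a mean of −0.07.

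In activated NSC-like cells (5941 genes; 6 mice in the fit) age in KO called 33 genes (27 higher, 6 lower; 639 unadjusted), with 1 gene called without KO young mouse 2 and 67 without KO young mouse 1. Genotype in young mice called 6 (5 higher, 1 lower; 352 unadjusted), with 38 called without WT young mouse 1 and 0 without KO young mouse 1 by edgeR (405 unadjusted), where DESeq2 called 3 with all mice. In microglia-like cells, nearly all from the RoB, genotype in young mice called 11 of 3945 genes (3 higher, 8 lower; 290 unadjusted), and 22 without KO young mouse 1. Among them Ifngr1 fell by 4.05 ± 0.28 (SE, n = 2 against 2, edgeR adjusted p = 2.47e-13), Ifi27 by 3.90 ± 0.58 (adjusted p = 5.16e-05) and H2-D1 by 0.98 ± 0.20 (adjusted p = 0.00929), the last a call lost without KO young mouse 2. The 300-gene list had a median of −0.19 in these cells (fry adjusted p = 0.118; 1 gene called over all genes, 6 adjusted over the list alone), and 0 of the 12 tested core genes were above 0 (fry adjusted p = 0.0533; median −0.97; 1 called over all genes, 8 adjusted over the list alone).

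The study asked how interferon affects stem cell activation. Activated cells made up 15.6% (26 of 167; 95% exact Clopper-Pearson interval 10.4 to 21.97%) and 13.1% (9.41 to 17.6%) of the vSVZ activated plus quiescent NSC-like cells of the WT young mice, and 5.92% (2.74 to 10.9%) and 7.43% (4.72 to 11.04%) in WT old mice. The shares were 9.24% (5.95 to 13.5%) and 7.37% (4.62 to 11.04%) in KO young and 7.87% (5.25 to 11.2%) and 9.62% (6.58 to 13.4%) in KO old mice. Among these called cells, WT young mice lay above the other 3 groups without overlap, and KO young and KO old mice overlapped. KO old mice also lay above WT old mice without overlap. Calls reached 17.3% of activated and 29.7% of quiescent cells in KO young and 45.4% and 55.6% in KO old. In WT they reached 17.4% and 42.0% in young and 45.7% and 61.0% in old mice. Over every cell of both tissues, called or not, KO young was at 13.4% (11.99 to 14.8%). KO old was at 9.03% (7.66 to 10.6%), WT young at 25.0% and WT old at 6.20%. The KO overlap thus does not show an unchanged share with age. An exact permutation test of 2 against 2 mice cannot go below p = 0.333. The sort gate on eYFP entered these shares. The alternative that moved them most was a coarser clustering at Leiden resolution 0.5, under which a cluster led by Ecel1 and Thbs4, as the eYFP-rich cluster was, took the activated name. It gave means of 54.8% in WT young, 21.3% in WT old, 42.1% in KO young and 21.7% in KO old mice. Under the strict hashtag call the mean of KO old mice was 5.20% and that of WT old mice 8.21%. The separation of the WT young mice was lost there, with WT old mouse 2 at 12.5% and WT young mouse 1 at 12.4%.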

Values the study reported

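The study reported 15,548 single cells from 2 biological replicates per age and genotype. It gave young mice as 2–3 months old and old mice as 17–24 months old. Its methods state that cells were kept with less than 10% mitochondrial UMIs, with 70–6,000 genes and with 1,000–20,000 UMIs, and that the interferon score was computed on counts normalised to 1,000,000 per cell. In the study the type-I interferon response score was highest in stem cells and neurons and lowest in transit-amplifying progenitors and neuroblasts. It reported a rise of the score with age in wild-type stem cells and no such rise in stem cells without interferon receptors.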

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

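Tests chosen only after the result was seen were the removal of the eYFP-rich quiescent cluster, the permutation of neuroblast-like hashtags and the comparison of NeoR/KanR levels.

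The age change differed between the genotypes in 101 genes of quiescent NSC-like cells by edgeR (adjusted p under 0.05). Free RNA, estimated from near-empty barcodes, gave at least 50% of the change in 8 of these genes (7.92%), which argues against it as the cause of the set. Its share, scaled by microglia markers, was 13.5% to 36.1% in quiescent and 2.37% to 5.39% in neuroblast-like cells over the libraries. The estimate is therefore uncertain. A different mix of quiescent clusters cannot be told apart from an effect of the groups: 28 genes were called without the eYFP-rich cluster, and 36 to 66 after removal of as many cells at random, so the excess loss was small. A difference of whole libraries cannot be told apart from one either. Of 82 called genes also tested in neuroblast-like cells, 67 had the same sign of the interaction there (81.7%, 95% exact interval 71.6 to 89.4%), above the 57.4% of genes not called. Their median absolute change was 0.72 in the quiescent class. In the neuroblast-like class the median change, signed by the quiescent direction, was 0.26. Each group was 1 reaction, which keeps this open. A difference in age response between the genotypes stays open as well and was not tested apart from the reaction.

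In neuroblast-like cells the interaction called 37 genes by edgeR. Free RNA gave at least 50% of the change in 1 of them (2.70%). Of 35 genes also tested in quiescent NSC-like cells, 31 had the same sign there (88.6%, 73.3 to 96.8%), against 57.5% of genes not called. Their median absolute change was 0.99, and the median quiescent change, signed by the neuroblast-like direction, was 0.41. A difference of whole libraries therefore cannot be told apart from an effect of the groups. Hashtag calls that did not part the mice fitted as a reason for the narrow spread behind all calls of this class: the mice differed more than permuted cells in 0 of 4 libraries, against 3 of 4 for quiescent NSC-like cells. The age by genotype effect itself stays open, untested.

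UMIs of the transgene NeoR/KanR, which was not among the named genes, numbered 7054 over all barcodes: 1691 in WT young, 1125 in WT old, 2724 in KO young and 1514 in KO old. Transgenes were left out of the clustering but not of the UMI sums per mouse. They stood out as a signal outside the main measurement. A resistance cassette in the KO alleles only was argued against, since the level per UMI in the KO libraries was 0.963 of that in the WT libraries (40.4 and 47.7 CPM in cells of WT young and WT old, 39.9 and 44.9 in KO young and KO old). No other source was tested, and no biological explanation was tested.

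Hashtag counts given to none of the 4 hashtags numbered 2250911 over all barcodes: 1291393 in WT young, 402169 in WT old, 244204 in KO young and 313145 in KO old. They are a signal outside the columns used for the calls. A constant share of all hashtag counts was argued against, because the share in cells was 79.1% in WT young, 35.1% in WT old, 39.2% in KO young and 47.4% in KO old, against 75.6%, 59.6%, 33.7% and 57.8% in the other barcodes. The ratio of the 2 shares ran from 0.588 in WT old to 1.16 in KO young. The WT young hashtag library, whose title names other content, had the most such counts. Whether that content gave them was not tested, and no biological explanation was tested.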

How the results depend on the processing

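The alternatives chosen after seeing the data, and the tests on them, were the hashtag posterior over 0.9, quiescent cells of every hashtag, quiescent cells without the eYFP-rich cluster, the core list on thinned cells or as CPM, active shares without the activated cluster richest in Dcx and over every cell called or not. Where a mouse was left out and 1 remained in its group, the lone mouse was assumed to vary like the other groups. No cause was tested for any change below, except where the construction of the alternative shows it.

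Of 170 gene counts, 91 stayed within 1.5 times and 79 did not. Age in WT gave 1591 genes in quiescent NSC-like cells, with 736 by DESeq2, 346 under the strict hashtag call, 409 at Leiden resolution 0.5 and 279 without the eYFP-rich cluster. Without WT young mouse 2 the count was 572 and without WT old mouse 1 it was 1263. Age in KO gave 475, with 137 by DESeq2, 15 under the strict call, 157 at Leiden resolution 0.5, 290 at a posterior over 0.9 and 150 without the eYFP-rich cluster, and from 114 without KO young mouse 2 to 356 without KO old mouse 1. Strict calls and leaving out a mouse test fewer cells or mice, and otherwise the cause was not tested.

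In young mice genotype gave 288 genes, with 142 by DESeq2, 54 under the strict call, 66 at Leiden resolution 0.5 and 44 without the eYFP-rich cluster, and from 42 without WT young mouse 2 to 157 without WT young mouse 1. Genotype in old mice gave 19, with 64 without a filter on low counts, 8 by DESeq2, 10 with only the 2 groups in the fit, 1 under the strict call, 12 at Leiden resolution 0.5 and 30 with every hashtag. Leaving out WT old mouse 2 gave 8 and leaving out KO old mouse 1 gave 45. The interaction gave 101, with 197 without a filter, 8 under the strict call, 31 at Leiden resolution 0.5 and 28 without the eYFP-rich cluster, and from 19 without WT young mouse 2 to 149 without KO old mouse 1; it has no fit with 2 groups only. The cause was not tested.

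In activated NSC-like cells age in KO gave 33 genes, with 115 without a filter, 17 by DESeq2, 124 with only the 2 groups in the fit and 56 at Leiden resolution 0.5, and from 1 without KO young mouse 2 to 67 without KO young mouse 1. For genotype in young mice the count was 6, with 18 without a filter, 3 by DESeq2 and 21 at Leiden resolution 0.5. By edgeR it gave 0 with only the 2 groups in the fit (289 unadjusted), 0 under the stricter cell filter (280 unadjusted) and 0 without KO young mouse 1 (405 unadjusted), and 38 without WT young mouse 1. In microglia-like cells genotype in young mice gave 11, with 3 by DESeq2, 22 with predicted doublets kept, 15 without WT young mouse 2 and 22 without KO young mouse 1. The cause was not tested.

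Neuroblast-like cells gave no value under the strict call, which left too few cells. Age in WT gave 236 genes there, 120 by DESeq2, 115 without WT young mouse 1 and 185 without WT old mouse 2. Age in KO gave 24, with 14 by DESeq2, 10 with only the 2 groups in the fit and 12 with predicted doublets kept, 13 without KO young mouse 2 and 22 without KO young mouse 1. For genotype in young mice the count was 116, with 44 by DESeq2, 184 with only the 2 groups in the fit, 43 without WT young mouse 2 and 84 without KO young mouse 2. Genotype in old mice gave 11 by edgeR, 0 by DESeq2 (125 unadjusted), 3 without KO old mouse 2 and 16 without KO old mouse 1. The interaction gave 37, 19 by DESeq2, 12 without WT young mouse 1 and 39 without WT old mouse 2. The cause was not tested.

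For the interferon list, 127 of 165 alternatives kept direction and side of the threshold, 28 turned the direction and 10 passed an adjusted p of 0.05, which the chosen fit did not. In quiescent NSC-like cells age in WT (fry adjusted p = 0.145) reached 0.0315 upwards without the eYFP-rich cluster (range over its alternatives 0.0315 to 0.651), and age in KO (0.145) reached 0.0382 upwards (0.0382 to 0.436). In young mice genotype (0.141) reached 0.0421 downwards without the list genes higher in quiescent cells and 0.0370 with every hashtag, and turned upwards without the eYFP-rich cluster at 0.983 (range 0.0370 to 0.983). The first of these rests on a list cut with the same KO young sums, which favours lower KO values. Genotype in old mice (0.118) reached 0.0410 without those list genes, 0.00237 by camera and 0.0370 with every hashtag (range 0.00237 to 0.267). The interaction (0.809 downwards) turned upwards with the core list (0.602), without those list genes (0.995), at Leiden resolution 0.5 (0.945), with every hashtag (0.791) and without WT old mouse 1 (0.351) or KO young mouse 1 (0.935), and kept its direction without WT young mouse 2 (0.993). In microglia-like cells genotype in young mice (0.118) reached 0.0368 without those list genes and 0.000101 by camera (range 0.000101 to 0.459). All are adjusted p of fry in limma unless camera is named, and the cause was not tested.

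In activated NSC-like cells age in KO (fry adjusted p = 0.436 upwards) reached 0.0153 by camera (range 0.0153 to 0.995) and turned downwards at Leiden resolution 0.5 (0.994). Genotype in young mice (0.809 downwards) turned upwards without the list genes higher in quiescent cells (0.995), at Leiden resolution 0.5 (0.994) and without KO young mouse 2 (0.974) or WT young mouse 2 (0.809), and stayed downwards without WT young mouse 1 (0.464). In neuroblast-like cells genotype in old mice (0.935 downwards) turned upwards without those list genes (0.995), under the stricter cell filter (0.999), at Leiden resolution 0.5 (0.994) and without KO old mouse 1 (0.262) or WT old mouse 2 (0.771), and stayed downwards without WT old mouse 1 (0.816). Genotype in young mice (0.809 upwards) turned downwards with predicted doublets kept (0.940), without WT young mouse 1 (0.775), KO young mouse 1 (0.847) and KO young mouse 2 (0.996). The interaction (0.809 downwards) turned upwards with predicted doublets kept (0.971), without KO old mouse 1 (0.272), WT young mouse 1 (0.809), WT old mouse 2 (0.875), KO young mouse 1 (0.877) and KO young mouse 2 (0.935), and stayed downwards without WT young mouse 2 (0.974). Age in KO (0.809 upwards) ran from 0.0784 without KO old mouse 1 to 0.809 without KO young mouse 2 and turned downwards without KO old mouse 2 (0.655). All are fry adjusted p in limma unless camera is named, and the cause was not tested.

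Of 82 score differences between classes, 57 were kept, 11 turned, 5 passed the threshold and 9 lost it. The 0.129 between quiescent and activated NSC-like cells turned with predicted doublets kept (−0.0626), with every hashtag (−0.315) and without the eYFP-rich cluster (−6.20). It turned at Leiden resolution 0.5 (−14.6, lower in 8 of 8 mice and past the threshold at an exact adjusted p = 0.0156). At a posterior over 0.9 the value of −4.05 came from 1 mouse only. The difference also turned without KO young mouse 2 (−2.10), KO old mouse 1 (−1.38), KO young mouse 1 (−1.33) or WT young mouse 2 (−0.631), and was 3.94 without WT old mouse 2. It passed the threshold in thinned cells (12.9), as list CPM (3497), at 10000 UMIs (5.70), with the core list thinned (2.09) and as core CPM (328), of which thinning takes out depth by construction. The 90.1 between quiescent and neuroblast-like cells kept its sign throughout, at 83.9 with a posterior over 0.9, 88.7 without WT old mouse 1 and 91.8 without WT young mouse 2. With 7 mice it lost the threshold because the smallest exact p is 0.0156, adjusted 0.0625. The 39.0 between TAP-like and neuroblast-like cells turned in thinned cells (−1.13) and as list CPM (−149). Elsewhere the cause was not tested.

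Of 128 score differences between groups, 90 were kept and 38 were not, among which the sign turned in 12 differences whose mice had been apart and in 9 whose mice had overlapped. With a mouse left out, a difference could count as changed only by turning its sign, and was otherwise kept by construction. Age in WT, 29.8 in quiescent NSC-like cells, was 38.2 under the strict call, 37.3 without the eYFP-rich cluster, 0.0677 thinned, −638 as list CPM with the mice apart, −0.0129 with the core list thinned and 58.8 as core CPM. Age in KO, −1.84, was 4.90 under the strict call, 1.34 thinned, 0.281 at 10000 UMIs, 1.77 with the core list, 0.415 with the core list thinned and 72.2 as core CPM, and ran from −4.85 without KO old mouse 1 to 1.18 without KO old mouse 2. The genotype difference in young mice, 21.4, was 17.7 under the strict call, 25.3 at Leiden resolution 0.5 and 29.1 without the eYFP-rich cluster, and turned in thinned cells (−3.41), as list CPM (−843), with the core list (−1.71), with the core list thinned (−2.11) and as core CPM (−290). Genotype in old mice, −10.3, was −15.6 under the strict call and −283 as list CPM. Thinning takes out depth by construction, and otherwise the cause was not tested.

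In neuroblast-like cells age in WT, 15.01, was 13.2 with predicted doublets kept, 180 as list CPM, 0.641 with the core list, −0.113 with the core list thinned and 8.93 as core CPM. The genotype difference in young mice, 10.1, was 8.09 with predicted doublets kept and turned as list CPM (−5.03), with the core list (−0.0345), with the core list thinned (−0.311) and as core CPM (−16.2). Age in KO, 3.96, was 0.302 thinned, 170 as list CPM and 0.0886 with the core list thinned. Genotype in old mice, −0.938, was 0.0332 with the core list, −3.93 without KO old mouse 2 and 2.05 without KO old mouse 1. The cause was not tested.

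Of 64 receptor differences 55 stayed within the spread between mice and 9 moved, 6 of them of Ifnar1 or Ifngr1, whose sign never turned. The smaller differences of Ifnar2 and Ifngr2 in old mice changed sign within that spread under some alternatives. The KO minus WT difference of Ifnar1 in young mice, −14.2 CPM, was −17.3 under the strict call and −17.8 at a posterior over 0.9. For Ifngr1 it went from −119 to −189 and −168 in young mice and from −95.9 to −111 and −109 in old mice. Clustering does not enter these values, and the cause was not tested.

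Of 40 mean active shares, 21 were kept and 19 moved. WT young, 14.3%, was 54.8% at Leiden resolution 0.5, 10.8% at a posterior over 0.9, 12.2% with cells of every hashtag, 10.1% without the activated cluster richest in Dcx and 25.0% over every cell. WT old, 6.68%, was 8.21% under the strict call, 4.67% under the stricter cell filter, 21.3% at Leiden resolution 0.5, 5.37% at a posterior over 0.9 and 4.55% with every hashtag. KO young, 8.30%, was 42.1% at Leiden resolution 0.5, 5.09% without the cluster richest in Dcx and 13.4% over every cell. KO old, 8.74%, was 5.20% under the strict call, 5.56% under the stricter cell filter, 21.7% at Leiden resolution 0.5, 4.77% at a posterior over 0.9, 7.48% with every hashtag and 7.20% without the cluster richest in Dcx. Over every cell, WT old was at 6.20% and KO old at 9.03%. Coarser clusters gave another cluster the activated name, and otherwise the cause was not tested.

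Of 634 values of named genes, 450 kept sign and call, 181 lost the call and 3 turned. With predicted doublets kept, Apod went from 2.13 to −0.0751 with age in WT in neuroblast-like cells. Gfap in quiescent NSC-like cells went from −0.70 with age in KO to 0.29 at Leiden resolution 0.5 and 0.40 without the eYFP-rich cluster. The 6 genes with the largest changes with age in WT quiescent NSC-like cells were not tested without that cluster. The cause was not tested.

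Depth and cell numbers limit these results. On simulated data 48% of genes changed by 1 on the log2 scale were recovered for age in WT and 29% for the interaction in quiescent NSC-like cells, and 35.5% and 22% in neuroblast-like cells, so genes not called may have changed by as much, and the interaction counts ran from 8 under the strict call to 197 without a filter.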

Other observations

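Tests chosen only after the result was seen were the removal of the eYFP-rich cluster, the use of the thinned score (itself planned) to test depth as an explanation, the scores within clusters, the search near the targeted genes, the Wdfy1 and Gbp2b comparison and all tests on the Frzb-rich clusters except the estimate of free RNA there.

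The 1591 genes called by edgeR with age in WT quiescent NSC-like cells were set against 2 technical explanations. A different mix of quiescent clusters in the libraries fitted: 279 genes were called without the eYFP-rich cluster, against at least 892 after removal of as many cells at random. Free RNA gave at least 50% of the change in 185 genes (11.6%), which argues against it as the cause of most calls. Its share of the UMIs, estimated from microglia markers, was 13.5% in WT young and 26.5% in WT old quiescent cells. In neuroblast-like cells of these libraries it was 2.37% and 3.18%, so the estimate is uncertain. An effect of age on the cells themselves and the reaction of each group stay open, untested.

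The higher score of WT old than of WT young quiescent NSC-like cells, 29.8, was 0.0677 once every cell was thinned to 1000 UMIs. Within the 2 quiescent clusters with enough cells of every mouse, however, the thinned score stayed higher in WT old mice without overlap, by 5.87 in the eYFP-rich cluster and by 2.84 in the other. A difference in UMIs per cell therefore cannot be told apart from other causes: equal depth removed the difference over the class, but the mix of clusters differed between the groups, and 2 mice per group are too few to part them. In KO mice the thinned age difference was −0.174 in the eYFP-rich cluster and 4.26 in the other. Age itself and the reaction of each group stay open.

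Genes near the targeted genes showed no excess among the 288 genotype calls in young quiescent NSC-like cells. Of 106 other genes tested within 10 Mb of Ifnar1 or Ifngr1, 2 were called (Cct8 and Son; 1.89%, 95% exact interval 0.229 to 6.65%), against 2.77% of all genes. So few genes could not have given all the calls in any case. Effects on genes farther away and variants elsewhere were not tested, so variants inherited with the targeted genes stay open as a source.

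Wdfy1 was at 9.74 CPM in all WT young cells, 21.5 in WT old, 60.3 in KO young and 66.3 in KO old. It was over 2-fold higher in KO in 13 of 16 comparisons of KO with WT by class and age with at least 20 cells on both sides (unnamed cells taken as a class), the exceptions being microglia-like, neuron-like and endothelial-like cells of old mice. Gbp2b had 0 UMIs in the WT libraries, 126 in KO young and 143 in KO old, with 79 and 66 of these in quiescent NSC-like cells, 30 and 69 in unnamed cells and 0 in OPC-like and oligodendrocyte-like cells. Whether the KO mice carry a strain variant at these genes was not examined, and such a variant cannot be told apart from an effect of receptor loss, because it would go with the genotype.

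In 4 unnamed clusters (2019 cells), 98.8% of cells had a Frzb UMI and 98.3% of the cells with a call had a RoB hashtag. The core list was at 3500 and 2629 CPM in the WT young mice, 3759 and 3548 in WT old, 1401 and 1317 in KO young and 1563 and 1519 in KO old. By edgeR, 0 of 34 core genes were above 0 with genotype in young mice (median −1.91, fry adjusted p = 0.00490; 12 called over all genes, 25 adjusted over the list alone) and 0 of 34 in old mice (median −1.52, fry adjusted p = 0.00185; 18 and 28). The 300-gene list gave fry adjusted p = 0.00702 in young and 0.00203 in old mice. With age in WT the adjusted p by fry was 0.121 for the 300-gene list and 0.383 for the core list, and with age in KO 0.0549 (123 of 181 genes above 0) and 0.383. Over all genes edgeR called 202 with age in WT, 22 with age in KO, 59 and 40 with genotype in young and old mice, and 0 for the interaction (1000 at an unadjusted p under 0.05; DESeq2 was not run on these clusters). Free RNA gave 5.10% of the change in core list CPM at most, which argues against it. Loss of the receptors and the reaction of each group stay open, untested.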
